A study of Homo sapiens with 34 samples.

How the data were processed

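RNA was sequenced from 4 human prostate cell lines grown on plastic or on ACP-coated surfaces in control, stripped or androgen-supplemented medium, giving 34 samples in 17 groups. Per the labels' protocols, RNA was purified with a column kit and libraries were made with poly(A) selection by a service provider. The values used are the authors' deposited read counts per gene symbol, whole numbers that were not normalized, in 1 table of 26336 genes by 34 libraries. The aligner, the counting program, the genome build, the annotation and the use of strand are not given in the sources used here. Replicates were not pooled. No gene name was missing, and 4335 genes had 0 reads in every library. Each column was matched to a sample by its name in the labels. The labels give plastic control as continuous culture and all other groups as day 4, while the treatment protocol has the plastic control cultures passaged and grown for 4 days like the others. MDAPCa2a was grown on a protein-coated plastic surface and on ACP without that coating.

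Total counts ran from 15.4 M to 44.8 M per library, where M is the denominator of CPM. The limit set by a count of 0 was taken as 3 counts over the libraries of a group, and ratios with 1 to 3 counts in a group have an exact 95% interval. Both cover counting error only. The table holds 15 values of 12 genes in the 2 RWPE plastic control columns, between 44562 and 44889, that lie at least 5 times above the other RWPE libraries and have the form of spreadsheet date serials. They were kept in the tests and left out in an alternative.

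The groups, the tests, the rule for the genes named, the 5 gene lists and most alternatives were fixed before the data were examined. Genes were tested with edgeR 4.0.16 (quasi-likelihood F test, TMM scaling, filterByExpr with a minimum count of 10) in R 4.3.3, with a Benjamini-Hochberg adjusted p below 0.05 as the threshold. Comparisons within a line and surface by serum interactions used a fit of that line's groups, and comparisons of lines or of effects between lines used a fit of all 34 libraries. Residual degrees of freedom were 4 or 5 within lines and 17 in the fit of all lines. Standard errors are the log2 fold change divided by the square root of the F statistic. CPM of the fixed genes and of the tissue transcripts use TMM sizes over all lines, and CPM of the other named genes use those of the fit they come from. Values are mean ± SD over the libraries of a group. Log2 CPM for correlations used a prior count of 1.

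The fixed genes were KLK3, KLK2, TMPRSS2, FKBP5, KRT5, TP63, ERG and 2 that are not reported here, though counts of named-gene calls include them. For comparisons of surface and of androgen, the 2 largest rises and 2 largest falls were named among genes past the threshold with a mean of at least 5 CPM in the higher group and no overlap between the libraries of both groups. For stripped against control medium and for interactions the largest rise and the largest fall were named, without the overlap condition for interactions. Members of a list past the threshold may be counted, and the largest rise and fall in a list may be named. Other genes were chosen after their values were seen, among them FGG, CPS1 and MSN.

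The lists were androgen-induced, cholesterol synthesis, proliferation, bone matrix and mesenchymal genes, tested with limma 3.58.1 (camera, preset correlation 0.01) and adjusted over 41 tests. Alternatives were fry and an estimated correlation. Lists of liver, pancreas, lymphoid, fibroblast, skeletal muscle, brain, testis, estrogen-induced and keratinocyte genes were written later, before their own values were looked at and without genes already seen. No gene is on 2 of these later lists.

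Each count, list and named gene was computed again with RLE size factors, without the count filter, with a replicate block and without each library of the compared groups, and counts and named genes also with DESeq2 1.42.0. For comparisons within lines, counts and named genes were computed in a fit of all lines too, and counts with an absolute log2 change of at least 1. Chosen after seeing the data were offsets from lowess trends (span 0.3) on GC content and then on length (24457 of 26336 genes matched, 92.9%), the removal of called genes whose highest group mean lay under 0.5% of that in another line, and the removal of the date-like values' genes.

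The steps were tested on simulated counts with 200 changed genes. With a log2 change of 2, edgeR recovered 98.5% of them for RWPE on ACP against plastic in control medium (14062 genes), 97.0% for LNCaP (14313 genes) and 78.0% for VCaP (15143 genes) on ACP against plastic in stripped serum, 95.0% for androgen in MDAPCa2a (13433 genes), and 77.5% for the difference of androgen effects between VCaP and LNCaP (16411 genes). With a log2 change of 1 the recovered shares were 37.5% in RWPE (14054 genes), 67.0% in LNCaP (14316 genes), 0% in VCaP (15167 genes) and 42.5% in MDAPCa2a (13426 genes) for the same comparisons. False calls numbered 0 to 20 per simulation with edgeR and 25 to 40 with DESeq2. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.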

Results

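The data were gene-level read counts from poly(A)-selected RNA of 4 human prostate cell lines. RWPE is a line of non-tumorigenic prostate epithelium, LNCaP serves as a model of early adenocarcinoma, and VCaP and MDAPCa2a were derived from bone metastases. Cells were grown on tissue culture plastic or on surfaces coated with amorphous calcium phosphate (ACP), a mineral coating used here to stand in for bone. Media were the line's own control medium, medium with charcoal-dextran-stripped serum, which is depleted of steroid hormones, or stripped medium with added androgen at a labelled 100 mM. The sample titles name the androgen as DHT and the treatment labels as testosterone, so it is called androgen here. The 34 libraries fell into 17 groups. A group held 2 libraries, except RWPE on ACP with androgen, which held 3, and VCaP on plastic in stripped serum, which held 1 and has no replicate. RWPE had no stripped groups and MDAPCa2a had no ACP group in control medium.

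Total counts ran from 15.4 M to 44.8 M per library. The 8 plastic control libraries held 34.9 M to 44.8 M and the other 26 held 15.4 M to 37.0 M. Between 15611 and 18089 of 26336 genes had at least 1 read in a library. Replicates of a group correlated at Pearson's r of 0.974 to 0.993 across genes, which are not independent replicates, over 18 pairs of libraries. Chi-square per gene was 10.3 or higher in these pairs, so no replicate was a copy of another of its group. The common biological coefficient of variation was 18.4% in RWPE, 16.8% in LNCaP, 24.9% in VCaP and 18.6% in MDAPCa2a.

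The plastic control libraries differed from all others in ways that did not follow the cell line. FGG, a transcript of liver, was read at 1.41 to 2.84 CPM in each of the 8 plastic control libraries and had 0 reads in 25 of the 26 others. Of 18039 genes with at least 34 reads in the table, 240 lay above every other library of their line in all 4 lines, against at most 1 gene in 100 random draws of as many libraries per line. Plastic control is also the only group labelled continuous culture, while every other group is labelled day 4. No other group holds libraries of this kind, and no fit with such a term can be had. In every comparison against plastic control, a library batch and the group therefore cannot be told apart. Comparisons of stripped serum on ACP with control medium on ACP, of ACP with plastic in stripped serum, and of added androgen use none of these 8 libraries, and comparisons of cell lines use only these 8.

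**Figure D1:**
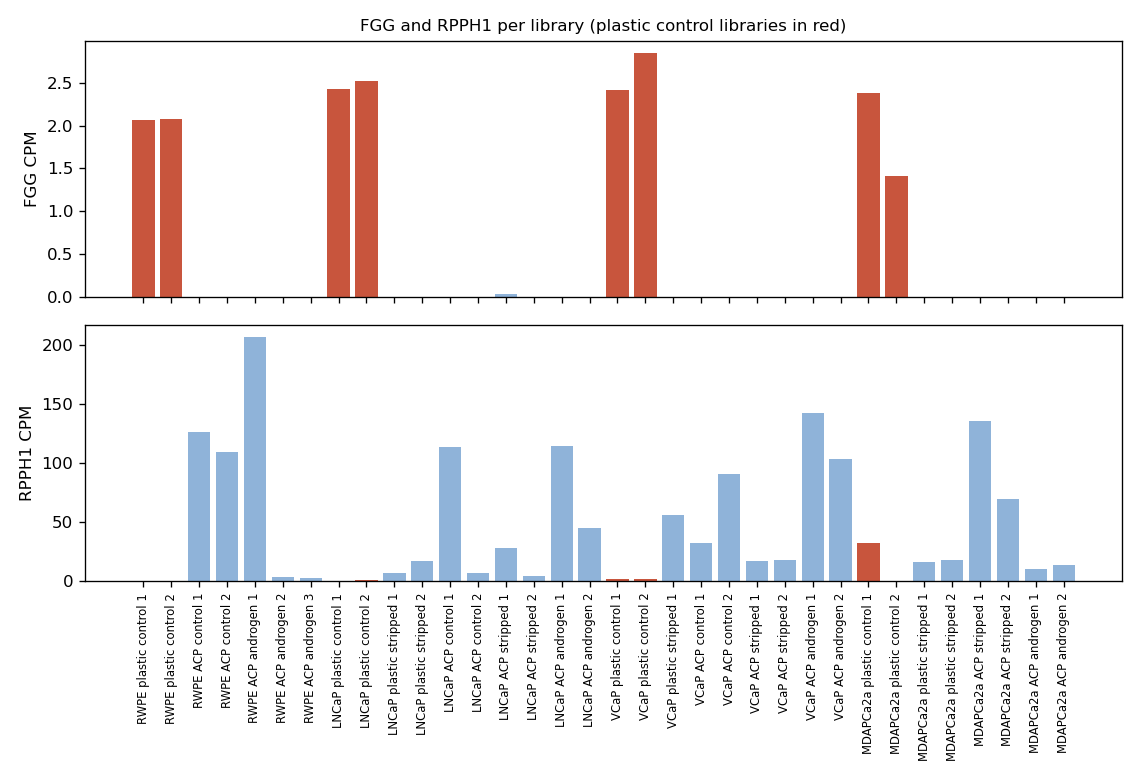
CPM (linear axis) of FGG (top) and RPPH1 (bottom) in each of the 34 libraries, 1 bar per library, with plastic control libraries in red. FGG lies at 1.41 to 2.84 CPM in the 8 plastic control libraries and at 0.0323 CPM or less elsewhere, while RPPH1 is under 2 CPM in 7 of the 8 and varies widely among the others.

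The lines were compared in control medium on plastic to check their identity. At an adjusted p below 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg), 9942 of 17323 genes differed between LNCaP and RWPE (5113 higher, 4829 lower), 10811 between VCaP and RWPE (5566 higher, 5245 lower) and 9827 between MDAPCa2a and RWPE (4904 higher, 4923 lower). No alternative moved these counts by more than 1.5 times. Leaving out 1 library gave counts down to 8234, for MDAPCa2a without its plastic control replicate 2. KRT5, a basal keratin, was at 7486 ± 362 CPM (SD, n = 2) in RWPE and at 9.04 ± 5.64 CPM in LNCaP, a log2 difference of -9.69 ± 1.61 (SE, adjusted p 1.44e-05; -10.53 to -9.17 without 1 library). TP63 was at 192 ± 18.6 CPM in RWPE and 0.23 ± 0.11 CPM in LNCaP (log2 -9.69 ± 0.60, adjusted p 1.62e-12; -10.30 to -9.25 without 1 library). ERG was at 431 ± 182 CPM in VCaP and at 1.88 ± 0.62 CPM or less in the other lines (VCaP against RWPE log2 8.50 ± 0.56, adjusted p 3.18e-12, log2 7.86 to 9.58 without 1 library). KLK3, the gene of prostate-specific antigen, was at 5453 ± 147 CPM in MDAPCa2a, 2838 ± 33.0 CPM in LNCaP, 70.0 ± 27.7 CPM in VCaP and 13.4 ± 8.04 CPM in RWPE. The levels of KRT5 and TP63 in LNCaP, of ERG outside VCaP and of KLK3 in RWPE lie under 0.5% of those in the highest line. Reads carried over from that line's libraries are not excluded there, so the size of these differences is uncertain.

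The effect of the ACP surface in control medium was measured against plastic control in 3 lines. In LNCaP 1845 of 14656 genes changed (988 higher, 857 lower), in RWPE 595 of 14293 (405 higher, 190 lower) and in VCaP 7 of 15614 (4 higher, 3 lower). Counts were unstable. With edgeR, LNCaP gave 0 genes without plastic control replicate 1 or replicate 2, 280 without ACP control replicate 1 and 2385 without ACP control replicate 2. With all LNCaP libraries 4631 genes had an unadjusted p below 0.05, and DESeq2 called 2627. RWPE gave 4 genes without either ACP control replicate, 49 without plastic control replicate 1 and 106 without replicate 2. VCaP gave 2 without either ACP control replicate, 1 without plastic control replicate 1 and 19 without replicate 2. The largest rises by the rule were in RNAs without a poly(A) tail, apart from MMP12 in LNCaP. RPPH1 went from 0.26 ± 0.09 to 108 ± 8.68 CPM in RWPE (log2 8.69 ± 2.12, adjusted p 0.0483), from 0.66 ± 0.51 to 66.7 ± 83.6 CPM in LNCaP (log2 6.67 ± 1.41, adjusted p 0.0168) and from 1.68 ± 0.29 to 61.1 ± 40.6 CPM in VCaP (log2 5.18 ± 0.47, adjusted p 0.00489). RMRP rose by log2 7.66 ± 1.72 in RWPE (adjusted p 0.0375) and 5.73 ± 0.67 in VCaP (adjusted p 0.0183). MMP12 in LNCaP had 4 and 279 reads on ACP and 2 and 6 on plastic (adjusted p 0.0415), so that 1 library carried the rise. The largest falls were APOE (log2 -6.09 ± 0.83, adjusted p 0.00833) and CD74 (log2 -3.76 ± 0.82, adjusted p 0.0205) in LNCaP, and APOA1 (log2 -5.49 ± 0.69, adjusted p 0.0324) and VIM (log2 -5.02 ± 0.45, adjusted p 0.00489) in VCaP. CD74 was at 4.69 CPM or more in all 8 plastic control libraries and at 4.51 CPM or less in the other 26, and APOA1 at 1.46 CPM or more against 0.438 CPM or less. In RWPE the largest falls were SEPT4-AS1 and SEPT7-AS1, whose plastic control values of 44562 to 44569 reads lie in the range of spreadsheet date serials and are not taken as expression. Of the fixed genes, ERG (log2 -2.07 ± 0.52, adjusted p 0.0295) was lower in LNCaP, and none was called in RWPE or VCaP. The level of ERG in LNCaP lies under 0.5% of that in VCaP, where reads carried over from another line's libraries are not excluded. The RPPH1 and RMRP calls in RWPE and the APOA1 call in VCaP were lost without each of the 4 libraries compared (RMRP log2 7.08 to 8.70, APOA1 -6.65 to -4.89). In LNCaP the calls of ERG, RPPH1, MMP12, APOE and CD74 were lost without either plastic control replicate (APOE log2 -8.00 to -5.32, CD74 -7.93 to -2.83). Those of ERG and RPPH1 were also lost without ACP control replicate 1 (RPPH1 log2 3.51 to 7.78), and that of MMP12 without ACP control replicate 2 (log2 as low as 0.81). In VCaP RMRP was lost without either plastic control replicate (log2 4.43 to 6.41), RPPH1 without plastic control replicate 1 (log2 as low as 4.26) and VIM without either ACP control replicate (log2 -5.27 to -4.81).

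**Figure D2:**
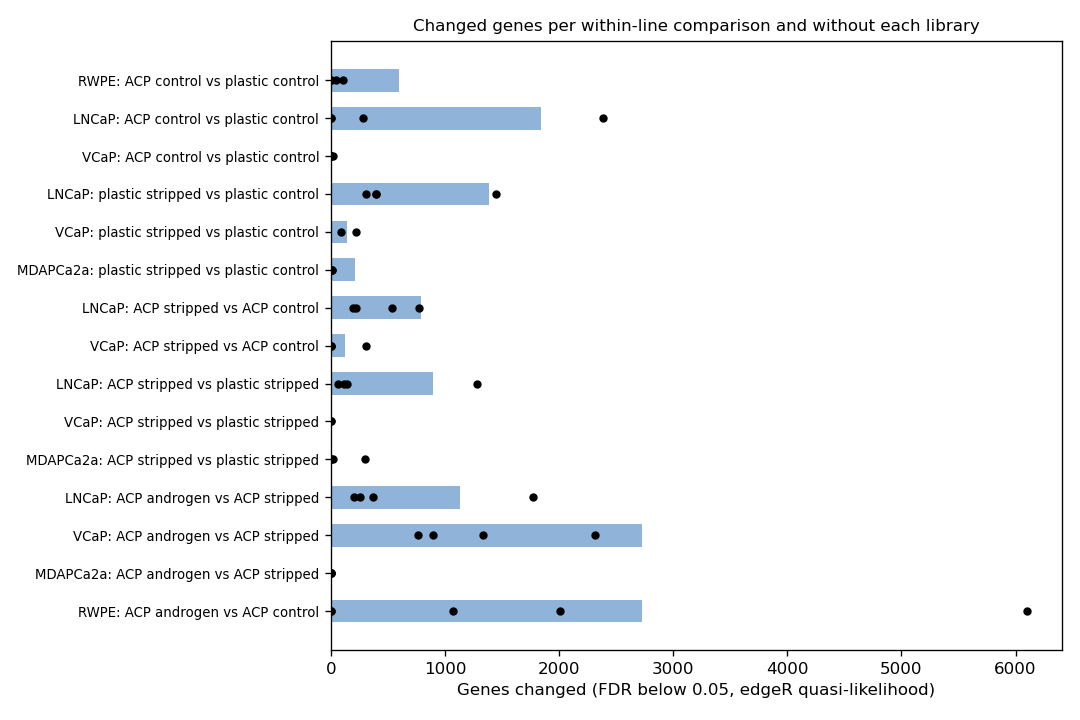
Number of genes with an adjusted p below 0.05 (linear axis from 0) for each within-line comparison; bars are the fit with all libraries and points are fits that leave out 1 library of the compared groups. The androgen comparison of RWPE runs from 0 to 6102 genes and LNCaP on ACP against plastic in control medium from 0 to 2385.

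Stripped serum was compared with control medium on plastic, a contrast that also has the plastic control libraries as its reference. It changed 1385 genes in LNCaP (676 higher, 709 lower), 139 in VCaP (74 higher, 65 lower), where the stripped arm is a single library, and 215 in MDAPCa2a (120 higher, 95 lower). The MDAPCa2a count was 0 without plastic stripped replicate 2 or plastic control replicate 1, 6 without plastic stripped replicate 1 and 7 without plastic control replicate 2. MDAPCa2a had 2208 genes at an unadjusted p below 0.05, and DESeq2 called 594. The LNCaP count was 310 and 398 without plastic control replicates 1 and 2 and 399 without plastic stripped replicate 1. The VCaP count was 90 without plastic control replicate 1 and 220 without replicate 2. In LNCaP the androgen-regulated genes were lower in stripped serum. KLK3 went from 2838 ± 33.0 to 129 ± 7.49 CPM (log2 -4.41 ± 0.20, adjusted p 1.96e-06), KLK2 from 98.7 ± 11.9 to 7.31 ± 0.40 CPM (log2 -3.71 ± 0.26, adjusted p 2.91e-05) and TMPRSS2 from 1034 ± 32.0 to 145 ± 21.6 CPM (log2 -2.79 ± 0.25, adjusted p 1.35e-04). FKBP5 (log2 -1.26 ± 0.23, adjusted p 0.00719) was also lower, and so was ERG (log2 -5.06 ± 0.72, adjusted p 0.00168), again under 0.5% of its VCaP level. The FKBP5 call was lost without plastic control replicate 1 or plastic stripped replicate 1 (log2 -1.45 to -1.09). TMPRSS2 fell in VCaP (log2 -2.56 ± 0.48, adjusted p 0.0476), a call lost without plastic control replicate 1 (log2 -2.97 to -2.06 without 1 library) and under several alternatives, RLE size factors and the GC and length correction among them. In MDAPCa2a FKBP5 rose by log2 2.10 ± 0.21 (adjusted p 0.00719), a call lost without each of the 4 libraries (log2 1.94 to 2.24), and KLK3 (log2 0.60 ± 0.26, adjusted p 0.305) and KLK2 (log2 1.02 ± 0.21, adjusted p 0.0516) did not pass. The largest rises by the rule were GRIK1 in LNCaP (log2 6.39 ± 0.53, adjusted p 8.49e-05), RMRP in VCaP (log2 5.15 ± 0.70, adjusted p 0.0357) and CYP11A1 in MDAPCa2a (log2 6.82 ± 0.50, adjusted p 0.00360). The RMRP call was lost without plastic control replicate 1 (log2 5.11 to 5.12), and the CYP11A1 call without plastic stripped replicate 2 or plastic control replicate 1 (log2 6.28 to 7.70). The largest falls had 0 reads in stripped serum. Against a limit of 3 counts over the group, CD74 was at least 197-fold lower in LNCaP (adjusted p 0.00239) and at least 96.1-fold lower in MDAPCa2a (adjusted p 0.00719), and GHRHR at least 36.5-fold lower in VCaP (adjusted p 0.0357). The CD74 call in MDAPCa2a was lost without either plastic stripped replicate or plastic control replicate 1.

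On ACP, stripped serum changed 787 genes in LNCaP (481 higher, 306 lower) and 128 in VCaP (21 higher, 107 lower). With edgeR the VCaP count was 0 without either ACP control replicate or ACP stripped replicate 1 and 309 without ACP stripped replicate 2. With all VCaP libraries 2585 genes had an unadjusted p below 0.05, and DESeq2 called 845. The LNCaP count was 191 without ACP stripped replicate 1 and 216 without replicate 2. In LNCaP TMPRSS2 (log2 -1.95 ± 0.24, adjusted p 0.00117) and KLK3 (log2 -0.70 ± 0.17, adjusted p 0.0412) were lower. FKBP5 (log2 -1.53 ± 0.23, adjusted p 0.00402) and KLK2 (log2 -0.97 ± 0.23, adjusted p 0.0340) were lower too. The KLK3 call was lost without ACP control replicate 2 or either ACP stripped replicate (log2 -0.96 to -0.40), the KLK2 call without each of the 4 libraries (log2 -1.06 to -0.89) and the FKBP5 call without ACP stripped replicate 1 (log2 -1.77 to -1.33). REG4 rose from 3.45 ± 0.35 to 694 ± 101 CPM in LNCaP (log2 7.65 ± 1.05, adjusted p 0.00219). TRAF1 had the largest fall there (adjusted p 0.0433), from 10 and 323 reads to 0 and 4, and its call was lost without ACP control replicate 2 or either ACP stripped replicate (log2 as high as -2.38). In VCaP DMKN had the largest rise (log2 2.97 ± 0.49, adjusted p 0.0347) and GHRHR the largest fall (log2 -3.05 ± 0.48, adjusted p 0.0328), and both calls were lost without either ACP control replicate or ACP stripped replicate 1 (log2 2.43 to 3.35 and -3.51 to -2.39).

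The surface comparison in stripped serum has no plastic control library in its compared groups. ACP against plastic changed 897 genes in LNCaP (633 higher, 264 lower), 0 in VCaP and 1 in MDAPCa2a. VCaP had 511 genes at an unadjusted p below 0.05 with edgeR, and DESeq2 called 4. MDAPCa2a had 2071 genes at an unadjusted p below 0.05, and DESeq2 called 206. On simulated data with the VCaP design, 156 of 200 genes with a log2 change of 2 and 0 of 200 with a log2 change of 1 were recovered, so smaller changes were not detectable there. The LNCaP count was 66 without plastic stripped replicate 1, 118 and 138 without ACP stripped replicates 1 and 2, and 1278 without plastic stripped replicate 2. The MDAPCa2a count was 0 without either plastic stripped replicate, 22 without ACP stripped replicate 1 and 303 without replicate 2. In LNCaP KLK3 was at 1669 ± 153 CPM on ACP and 129 ± 7.49 CPM on plastic (log2 3.73 ± 0.19, adjusted p 8.68e-06). KLK2 (log2 2.69 ± 0.25, adjusted p 3.06e-04) was higher on ACP. Both calls held without each library, and that of KLK2 was lost in a fit of all lines. TMPRSS2 (log2 0.44 ± 0.23, adjusted p 0.265) and FKBP5 (log2 0.01 ± 0.23, adjusted p 0.991) did not pass the threshold. REG4 (694 ± 101 against 1.37 ± 0.20 CPM, log2 8.95 ± 1.14, adjusted p 0.00194) and DSCAM-AS1 (135 ± 26.0 against 0.39 ± 0.15 CPM, log2 8.53 ± 0.52, adjusted p 2.36e-05) rose most, and ADRA2A (log2 -2.09 ± 0.49, adjusted p 0.0322) and LAMC3 (log2 -1.65 ± 0.28, adjusted p 0.00967) fell most. The REG4 call was lost without plastic stripped replicate 1 (log2 8.77 to 9.12), the ADRA2A call without either plastic stripped replicate or ACP stripped replicate 1 (log2 -3.06 to -1.53) and the LAMC3 call without plastic stripped replicate 1 or either ACP stripped replicate (log2 -1.80 to -1.54). The counting is not stated to use strand, so reads of an antisense gene such as DSCAM-AS1 are not separated with certainty from those of an overlapping gene. The gene called in MDAPCa2a was HPSE2, which went from 80.1 ± 19.6 to 7.80 ± 3.26 CPM (log2 -3.35 ± 0.32, adjusted p 0.0329) and was not called without either plastic stripped replicate (log2 -3.89 to -2.99). MDAPCa2a cells stood on a protein coating on plastic and not on ACP, so surface and coating change together in that line.

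**Figure D3:**
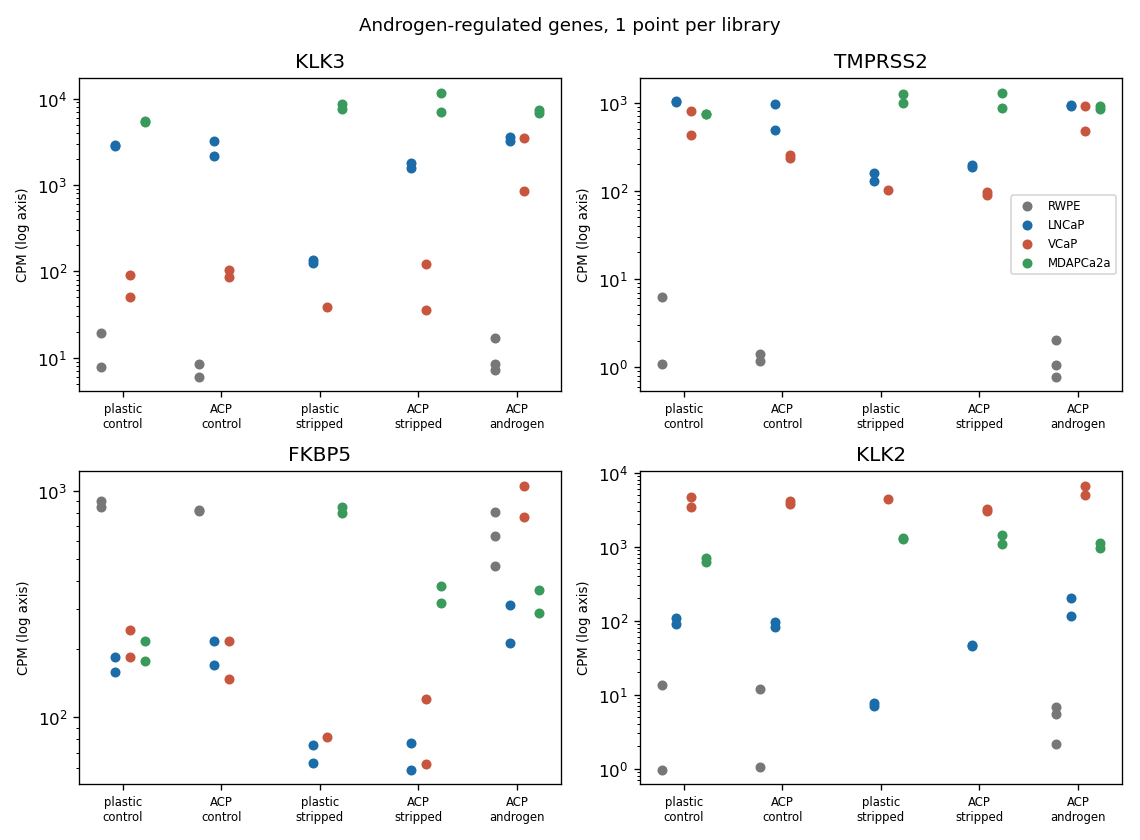
CPM (log axes) of KLK3, TMPRSS2, FKBP5 and KLK2 per library, by surface and medium (horizontal axis) and cell line (colour); each point is 1 library. In LNCaP in stripped serum KLK3 averages 129 CPM on plastic and 1669 CPM on ACP, while TMPRSS2 averages 145 and 190 CPM.

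Androgen was added to stripped serum on ACP in 3 lines. It changed 1133 genes in LNCaP (552 higher, 581 lower), 2727 in VCaP (1353 higher, 1374 lower) and 0 in MDAPCa2a, which had 236 genes at an unadjusted p below 0.05 and 3 calls with DESeq2. The LNCaP count was 201 and 259 without ACP stripped replicates 1 and 2, and 366 and 1771 without ACP androgen replicates 1 and 2. The VCaP count was 891 without ACP stripped replicate 1, and 1334 and 766 without ACP androgen replicates 1 and 2. The MDAPCa2a count was 3 without ACP stripped replicate 2. In LNCaP TMPRSS2 (log2 2.27 ± 0.24, adjusted p 4.66e-04), FKBP5 (log2 1.94 ± 0.24, adjusted p 9.28e-04), KLK2 (log2 1.78 ± 0.23, adjusted p 0.00143) and KLK3 (log2 1.01 ± 0.17, adjusted p 0.00722) were higher with androgen. The largest rises were PGC (60 to 64 reads to 1778 to 9958, log2 6.59 ± 0.77, adjusted p 7.45e-04, log2 4.77 to 7.37 without 1 library) and CHRNA2 (log2 5.61 ± 0.31, adjusted p 7.28e-06), and the largest falls REG4 (log2 -4.96 ± 0.91, adjusted p 0.00931) and PLA2G2A (log2 -4.56 ± 0.56, adjusted p 9.41e-04, log2 -5.32 to -4.06 without 1 library). The KLK3 and REG4 calls were lost without ACP stripped replicate 1 (log2 0.91 to 1.13 and -8.51 to -4.01), and those of KLK3 and KLK2 in a fit of all lines. In VCaP KLK3 rose from 78.1 ± 59.5 to 2143 ± 1843 CPM (log2 4.77 ± 0.74, adjusted p 0.00384, log2 3.44 to 5.89 without 1 library), FKBP5 by log2 3.31 ± 0.35 (adjusted p 9.74e-04), TMPRSS2 by log2 2.91 ± 0.37 (adjusted p 0.00171) and ERG by log2 2.36 ± 0.33 (adjusted p 0.00274). KLK2 rose by log2 0.91 ± 0.25 (adjusted p 0.0334), a call lost without each of the 4 libraries (log2 0.72 to 1.10).

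Among the largest VCaP changes with androgen, C1orf87 had 0 reads without androgen and was at least 73.6-fold higher with it against a limit of 3 counts over the group (adjusted p 9.53e-04). PRR4 had 1 read against 1937, a ratio of 1828 with a 95% counting interval of 328 to 72240 (adjusted p 3.37e-04). The falls were UBTFL1, with 297 reads against 1, a ratio of 315 with a counting interval of 56.1 to 12472 (adjusted p 0.0227), and CDH2, with 59 and 402 reads against 2 and 3 (adjusted p 0.00595). Most UBTFL1 reads came from 1 library, with 278 in the higher replicate and 19 in the other, and its call was lost without that library, ACP stripped replicate 2, and without either androgen replicate (log2 as high as -5.14). The CDH2 call was lost without androgen replicate 2 (log2 as high as -4.37). Intervals and limits of this kind cover counting error only.

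RWPE had no stripped group, so androgen was compared with control medium on ACP, and medium and androgen change together. The comparison gave 2730 of 14293 genes (1579 higher, 1151 lower). With edgeR the count was 0 without either ACP control replicate, 1066 without ACP androgen replicate 1, 6102 without ACP androgen replicate 3, and 3 after a correction for GC content and length. With all libraries 5291 genes had an unadjusted p below 0.05, and DESeq2 called 3682. PCSK1 (log2 3.02 ± 0.59, adjusted p 0.0170), SMOC1 (log2 2.83 ± 0.71, adjusted p 0.0257), MX2 (log2 -2.88 ± 0.52, adjusted p 0.0170) and CXCL14 (log2 -2.80 ± 0.44, adjusted p 0.0170) changed most, and none of these 4 calls held under the GC and length correction or without either ACP control library. SMOC1 was also lost without ACP androgen replicate 1 (log2 2.03 to 3.32 without 1 library), and MX2 ran from log2 -4.06 to -2.47. KRT5 (log2 -1.16 ± 0.36, adjusted p 0.0463) and TP63 (log2 -0.82 ± 0.22, adjusted p 0.0290) were lower. Both calls were lost without either ACP control replicate or ACP androgen replicate 1 (log2 -1.74 to -0.89 and -1.03 to -0.65), under the GC and length correction and in a fit of all lines.

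Gene lists were tested with camera at a preset correlation of 0.01, with adjustment over all 41 tests. Of these 24 passed, and 10 of the 24 also passed the fry rotation test. With the correlation estimated from the data, 18 of the 24 no longer passed. In VCaP on plastic the stripped arm is 1 library, so every list result there rests on a single sample, taken to vary like the other groups. The androgen-induced list (29 genes) was lower in stripped serum on plastic in LNCaP (29 of 29 genes lower, median log2 -1.38, camera adjusted p 5.52e-55, fry adjusted p 0.00121) and on ACP (27 of 29 lower, median -0.97, camera 1.70e-16, fry 0.00905). With androgen it was higher in LNCaP (28 of 29, median 1.51, camera 2.15e-50, fry 0.00170) and VCaP (26 of 29, median 1.28, camera 1.68e-13, fry 0.0251). In LNCaP in stripped serum it was higher on ACP than on plastic (26 of 29, median 0.76, camera 2.53e-18, fry 0.00749). There 11 members passed over all genes tested, and 12 higher and 1 lower when adjusted over the list alone. It did not pass in VCaP (median -0.08, camera 0.485) or MDAPCa2a (median -0.04, camera 0.290). It passed as lower in VCaP without ACP stripped replicate 2 (0.0300), and in MDAPCa2a without plastic stripped replicate 1 (0.00778) or ACP stripped replicate 1 (4.33e-04). It was also lower in stripped serum in VCaP on plastic (19 of 29, median -0.56, camera 9.90e-04, fry 0.283) and on ACP (24 of 29, median -0.29, camera 2.27e-05, fry 0.215). On ACP in control medium it was lower in RWPE (19 of 29, median -0.14, camera 0.0286, fry 0.405), which was lost without ACP control replicate 1 (0.158) or plastic control replicate 2 (0.476). In MDAPCa2a the list was higher in stripped serum on plastic (22 of 29, median 0.53, camera 1.54e-08, fry 0.0655) and lower with androgen (20 of 29, median -0.12, camera 0.00615, fry 0.528). The call with androgen was lost, with a camera adjusted p of 0.798 and the opposite direction, without ACP stripped replicate 1.

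The proliferation list (30 genes) was lower with androgen in LNCaP (30 of 30, median -1.31, camera 1.75e-21, fry 0.0547) and higher in VCaP (30 of 30, median 1.51, camera 2.69e-17, fry 0.0697). It was lower in stripped serum in VCaP on ACP (30 of 30, median -1.73, camera 5.17e-54, fry 0.0460) and on plastic (30 of 30, median -1.94, camera 2.28e-30, fry 0.0899). In LNCaP it was lower in stripped serum on ACP (30 of 30, median -0.49, camera 1.83e-04, fry 0.487), which was lost without ACP control replicate 1 (0.339). In MDAPCa2a it was higher with androgen (30 of 30, median 0.56, camera 2.76e-13, fry 0.512), which reversed without ACP stripped replicate 1 (0.823). The cholesterol synthesis list (24 genes) was lower in stripped serum on plastic in LNCaP (17 of 24, median -0.33, camera 0.00180, fry 0.0403) and VCaP (23 of 24, median -0.89, camera 4.09e-10, fry 0.0811) and on ACP in VCaP (23 of 24, median -0.46, camera 1.59e-07, fry 0.152). In MDAPCa2a it was higher (22 of 24, median 0.64, camera 3.17e-10, fry 0.0108). On ACP in control medium the mesenchymal list was lower in RWPE (21 of 27, median -0.59, camera 1.34e-05, fry 0.0547), LNCaP (14 of 20, median -0.42, camera 0.0115, fry 0.0969, lost without ACP control replicate 1 at 0.256) and VCaP (18 of 23, median -0.88, camera 8.16e-09, fry 0.0102). None of the 3 lines tested in stripped serum showed a shift of it (camera 0.666 to 0.936), where plastic control libraries are absent. The bone matrix list had 8 to 12 members with enough reads and passed in VCaP on ACP in control medium alone (8 of 12 lower, median -0.62, camera 0.00548, fry 0.0108), which was lost without ACP control replicate 2 (0.122). The median, mean and test of a list differed in sign in 9 of the 41 tests.

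Differences between effects were tested as interactions. The surface effect differed between stripped and control serum for 45 genes in LNCaP (44 higher, 1 lower), led by DSCAM-AS1 (log2 7.73 ± 0.76, adjusted p 0.00132, log2 7.15 to 8.75 without 1 library) and RBMXL2 (log2 -4.60 ± 0.79, adjusted p 0.0370). KLK3 (log2 3.70 ± 0.25, adjusted p 1.71e-04) and KLK2 (log2 2.74 ± 0.34, adjusted p 0.00469) were among the 44. The LNCaP count was 11 without plastic stripped replicate 1 and 148 without ACP control replicate 2. In VCaP, where plastic in stripped serum is 1 library taken to vary like the other groups, the difference held for 4 genes, all lower. By the rule for named genes RMRP is given (log2 -7.19 ± 0.89, adjusted p 0.0393), and the others, chosen after their values were seen, were SNORA73B (log2 -9.12 ± 1.07, adjusted p 0.0339), RPPH1 (log2 -6.81 ± 0.64, adjusted p 0.0129) and RBMXL2 (log2 -6.69 ± 0.74, adjusted p 0.0285). With all libraries 276 genes had an unadjusted p below 0.05 in edgeR and DESeq2 called 11. The VCaP count was 0 without plastic control replicate 1 or ACP stripped replicate 2, 1 without ACP stripped replicate 1, 2 without ACP control replicate 2 and 10 without plastic control replicate 2. Of the other LNCaP libraries, leaving out plastic control replicate 1 gave 25 genes, plastic stripped replicate 2 gave 29, and ACP stripped replicates 1 and 2 gave 27 and 23. The RBMXL2 call held only without either ACP control replicate (log2 -5.28 to -3.27). The KLK2 call was lost without plastic stripped replicate 1 (log2 2.59 to 2.86). RMRP was lost without either plastic control or either ACP stripped replicate (log2 -7.86 to -5.88).

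The ACP effect in control medium differed between VCaP and LNCaP for 4 genes (1 higher, 3 lower), of which CYP1B1 (log2 3.33 ± 0.58, adjusted p 0.0263) and VIM (log2 -4.46 ± 0.71, adjusted p 0.0162) were the extremes, and between LNCaP and RWPE for 27 genes (5 higher, 22 lower). There SEPT7P2 had the largest rise and C3 the largest fall. The SEPT7P2 value rests on a date-like count of 44853 in RWPE plastic control replicate 2 and is not taken as expression. C3 in LNCaP had 325 reads on plastic and 1 on ACP, a ratio of 192 with a counting interval of 34.3 to 7623 (interaction adjusted p 3.11e-08), while in RWPE it went from 19.5 ± 4.78 to 76.0 ± 10.3 CPM. SEPT7P2 stood at log2 -0.10 without that library. Without RWPE ACP control replicates 1 and 2 the LNCaP against RWPE count was 3 and 12, without RWPE plastic control replicate 1 it was 14, without LNCaP ACP control replicates 1 and 2 it was 10 and 57, and without LNCaP plastic control replicates 1 and 2 it was 15 and 10. With all libraries the VCaP against LNCaP comparison had 645 genes at an unadjusted p below 0.05 in edgeR and 8 called by DESeq2. Its count was 0 without either LNCaP plastic control or either VCaP ACP control replicate, 2 without LNCaP ACP control replicate 2 and 20 without VCaP plastic control replicate 2. The CYP1B1 call held only without either VCaP plastic control replicate (log2 2.82 to 4.11). The VIM call was lost without LNCaP ACP control replicate 2, either LNCaP plastic control or either VCaP ACP control replicate (log2 -4.98 to -3.65).

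In stripped serum the ACP effect differed between MDAPCa2a and LNCaP for 62 genes (7 higher, 55 lower), among them ADRA2A (log2 5.18 ± 0.84, adjusted p 0.00234, log2 4.61 to 6.12 without 1 library), DSCAM-AS1 (log2 -8.48 ± 1.36, adjusted p 0.00292) and KLK3 (log2 -3.48 ± 0.74, adjusted p 0.0300). The count was 26 and 36 without LNCaP plastic stripped replicates 1 and 2, and 37 and 34 without LNCaP ACP stripped replicates 1 and 2. The DSCAM-AS1 call was lost without MDAPCa2a plastic stripped replicate 2 (log2 -9.69 to -7.76), and the KLK3 call held only without MDAPCa2a ACP stripped replicate 1 (log2 -3.90 to -3.16).

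The androgen effect differed between VCaP and LNCaP for 1887 genes (933 higher, 954 lower). ABCG2 rose in VCaP from 0.73 ± 0.21 to 21.7 ± 8.10 CPM and fell in LNCaP from 17.6 ± 5.08 to 0.76 ± 0.10 CPM (difference log2 9.43 ± 0.75, adjusted p 5.83e-08). IGFBP3 fell in VCaP from 1032 ± 1184 to 11.2 ± 2.74 CPM and rose in LNCaP from 5.41 ± 1.07 to 30.5 ± 22.1 CPM (difference log2 -9.03 ± 1.17, adjusted p 5.39e-05, log2 -9.88 to -6.63 without 1 library). KLK3 (log2 3.75 ± 0.74, adjusted p 0.00235, log2 2.40 to 4.87 without 1 library) and FKBP5 (log2 1.36 ± 0.40, adjusted p 0.0279) differed too. The count was 1066 and 1139 without LNCaP ACP stripped replicates 1 and 2, 1055 without VCaP ACP stripped replicate 1, 1158 without LNCaP ACP androgen replicate 1 and 1013 without VCaP ACP androgen replicate 2. The FKBP5 call was lost without LNCaP ACP stripped replicate 2, VCaP ACP stripped replicate 1, LNCaP ACP androgen replicate 2 or VCaP ACP androgen replicate 1 (log2 0.95 to 1.92).

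Between MDAPCa2a and LNCaP the androgen effect differed for 194 genes (61 higher, 133 lower), led by PGC (log2 -8.01 ± 1.07, adjusted p 1.11e-04, log2 -8.79 to -6.22 without 1 library) and SNPH (adjusted p 0.0277). SNPH in LNCaP had 10 reads without androgen and 0 with it, at least 3.39-fold lower. FKBP5 (log2 -2.05 ± 0.40, adjusted p 0.00776) and TMPRSS2 (log2 -2.59 ± 0.62, adjusted p 0.0354) also differed. The count was 77 and 95 without LNCaP ACP stripped replicates 1 and 2, 92 and 433 without LNCaP ACP androgen replicates 1 and 2, 91 and 598 without MDAPCa2a ACP stripped replicates 1 and 2, and 96 and 84 without MDAPCa2a ACP androgen replicates 1 and 2. The SNPH call held only without MDAPCa2a ACP stripped replicate 2 or MDAPCa2a ACP androgen replicate 1. The TMPRSS2 call held only without LNCaP ACP androgen replicate 2 or MDAPCa2a ACP stripped replicate 2 (log2 -2.84 to -2.27). The FKBP5 call was lost without LNCaP ACP stripped replicate 1, LNCaP ACP androgen replicate 1 or MDAPCa2a ACP androgen replicate 2 (log2 -2.30 to -1.74).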

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

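Chosen after the results were seen were the tests of both surface by serum interactions and of the ACP effects in control medium, and the other tests in this part were written before. Each of the 7 results is a difference between effects with an edgeR adjusted p below 0.05.

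In LNCaP the effect of the ACP surface differed between stripped and control serum for 45 genes, of which 44 were higher. The control serum part uses the plastic control libraries, which differ from all others in every line. Of the 45 genes, 43 were called in the same direction in the comparison of ACP with plastic in stripped serum, which uses none of those libraries. That argues against the plastic control libraries as the whole cause. The 2 tests share the stripped libraries. In 10 simulated tables where only the control-medium arms differed, a median of 38 interaction genes arose, of which at most 1 was also called in stripped serum. GC content and length are argued against too, since 73 genes were called with offsets for both. The count ran from 11 without plastic stripped replicate 1 to 148 without ACP control replicate 2. A response of LNCaP cells to the surface in the absence of serum hormones stays open. A difference in medium between the ACP and plastic cultures was tested only for androgen left in it and for an estrogen-like signal. Both stay open, and a difference in handling was not tested.

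In VCaP, where plastic in stripped serum is 1 library whose spread is taken from the other groups, the same interaction held for 4 genes, all lower: RMRP, and SNORA73B, RPPH1 and RBMXL2, which were chosen after their values were seen. RMRP, SNORA73B and RPPH1 carry no poly(A) tail. None of the 4 (0) was called with edgeR in the comparison of ACP with plastic in stripped serum, where 511 genes had an unadjusted p below 0.05 and DESeq2 called 4. All 4 pointed lower there, from log2 -3.50 ± 0.74 (SNORA73B) to -1.45 ± 0.62 (RMRP), and higher on ACP in control medium, from log2 4.53 ± 0.52 (RBMXL2) to 5.73 ± 0.67 (RMRP). The plastic control libraries and the surface in control medium cannot be told apart for these genes, because all plastic control libraries belong to that arm and low power in stripped serum is not excluded. The count was 0 without plastic control replicate 1 or ACP stripped replicate 2, 1 without ACP stripped replicate 1, 2 without ACP control replicate 2 and 10 without plastic control replicate 2. With all libraries 276 genes had an unadjusted p below 0.05 and DESeq2 called 11.

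The effect of ACP in control medium differed between VCaP and LNCaP for 4 genes. CYP1B1 was higher and VIM lower, and CPS1 (log2 -3.42 ± 0.57) and MSN (log2 -2.29 ± 0.38), chosen after their values were seen, were lower. Of the 4, 2 had been set apart as genes of other tissues: CPS1 is on the liver list, and VIM had been seen high in plastic control. Both were also read elsewhere, CPS1 at up to 49.0 CPM and VIM at up to 115 CPM, and none of the 4 lay above every other library in all lines. Both effects use plastic control, so the plastic control libraries and the surface cannot be told apart here. The count was 0 without either LNCaP plastic control or either VCaP ACP control replicate, 2 without LNCaP ACP control replicate 2 and 20 without VCaP plastic control replicate 2. With all libraries edgeR had 645 genes at an unadjusted p below 0.05 and DESeq2 called 8.

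The same effect differed between LNCaP and RWPE for 27 genes, 22 of them lower. Without the genes of the date-like values in the RWPE plastic control libraries 21 were called, which argues against spreadsheet conversion as the whole cause. The plastic control libraries were not tested as a cause here and stay open, as does a difference between the lines. The count ran from 3 without RWPE ACP control replicate 1 to 57 without LNCaP ACP control replicate 2.

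In stripped serum the effect of ACP differed between MDAPCa2a and LNCaP for 62 genes, 55 of them lower. MDAPCa2a ACP stripped replicate 1 is among the 3 libraries with no KRT5 reads. Without it 73 genes were called, which argues against that library as the cause, and 45 of the 62 were kept. No plastic control library is in the compared groups. The count was lowest, at 26, without LNCaP plastic stripped replicate 1. MDAPCa2a on plastic carried a protein coating that its ACP cultures lacked, so a difference between the lines and the coating stay open, and neither was tested.

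The effect of androgen differed between VCaP and LNCaP for 1887 genes (933 higher, 954 lower). With offsets for GC content and length 2604 were called, which argues against these as the cause. Without LNCaP ACP androgen replicate 1, another library with no KRT5 reads, 1158 were called. That library's part cannot be told apart from the loss of a replicate, since leaving out VCaP ACP androgen replicate 2 gave a lower count of 1013. The highest count was 2023, without VCaP ACP stripped replicate 2. A difference between the lines in the response to androgen stays open.

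The effect of androgen differed between MDAPCa2a and LNCaP for 194 genes (61 higher, 133 lower). With offsets for GC content and length 335 were called, which argues against these as the cause. Without MDAPCa2a ACP stripped replicate 1 the count was 91. Its part cannot be told apart from the loss of a replicate, since the count was 77 without LNCaP ACP stripped replicate 1. It was 598 without MDAPCa2a ACP stripped replicate 2. A difference between the lines stays open.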

How the results depend on the processing

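Chosen after seeing the data were the tests with offsets for GC content and length, without genes under 0.5% of another line and without the genes of the date-like values, and all other alternatives were planned. Of 120 calls of named genes, 65 held without each library in turn and 89 held with RLE size factors, without the filter, with DESeq2, with the replicate block, with the GC and length offsets and, within lines, in a fit of all lines. Leaving out genes of the date-like values, genes under 0.5% of another line and, within lines, log2 changes under 1 keeps 85 of the 89. The comparisons of cancer lines with RWPE on plastic in control medium stayed within 1.5 times of their counts under every alternative. An alternative on the pseudocount was not run, because the values are counts. Plastic control libraries held a median of 39.3 M counts and the others 23.6 M, and 3 counts in the smallest library are 0.194 CPM, so transcripts under that level can be missed there. For each value that follows the cause was not tested, except where it is given.

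Scaling with RLE size factors moved 1 count by more than 1.5 times and kept 24. VCaP gave 25 genes instead of 139 in stripped against control serum on plastic. It lost 2 calls of named genes and changed no list.

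Without the filter on low counts 19 counts moved by more than 1.5 times, each of them up, 6 did not, and no call of a named gene was lost. RWPE gave 1226 genes instead of 595, LNCaP 2933 instead of 1845 and VCaP 72 instead of 7 on ACP against plastic in control medium. LNCaP gave 2193 genes instead of 1385, VCaP 1231 instead of 139 and MDAPCa2a 855 instead of 215 in stripped against control serum on plastic. LNCaP gave 1732 genes instead of 787 and VCaP 927 instead of 128 in stripped against control serum on ACP. LNCaP gave 1827 genes instead of 897, VCaP 1 instead of 0 and MDAPCa2a 320 instead of 1 on ACP against plastic in stripped serum. LNCaP gave 2028 genes instead of 1133 and MDAPCa2a 9 instead of 0 with androgen. LNCaP gave 338 genes instead of 45 and VCaP 12 instead of 4 for the surface by serum interaction. VCaP against LNCaP for ACP in control medium gave 17 genes instead of 4 and LNCaP against RWPE for ACP in control medium 123 instead of 27. MDAPCa2a against LNCaP for ACP in stripped serum gave 184 genes instead of 62 and MDAPCa2a against LNCaP for androgen 493 instead of 194. The adjusted p of the androgen-induced list rose to 0.0537 in RWPE on ACP against plastic in control medium, and the mesenchymal list turned at 0.620 in MDAPCa2a on ACP against plastic in stripped serum.

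With DESeq2 17 counts moved by more than 1.5 times, each of them up, 8 did not, and 3 calls of named genes were lost. RWPE gave 1334 genes instead of 595 and VCaP 41 instead of 7 on ACP against plastic in control medium. VCaP gave 1172 genes instead of 139 and MDAPCa2a 594 instead of 215 in stripped against control serum on plastic. LNCaP gave 1307 genes instead of 787 and VCaP 845 instead of 128 in stripped against control serum on ACP. LNCaP gave 1733 genes instead of 897, VCaP 4 instead of 0 and MDAPCa2a 206 instead of 1 on ACP against plastic in stripped serum. LNCaP gave 1733 genes instead of 1133 and MDAPCa2a 3 instead of 0 with androgen. LNCaP gave 201 genes instead of 45 and VCaP 11 instead of 4 for the surface by serum interaction. VCaP against LNCaP for ACP in control medium gave 8 genes instead of 4 and LNCaP against RWPE for ACP in control medium 139 instead of 27. MDAPCa2a against LNCaP for ACP in stripped serum gave 210 genes instead of 62 and MDAPCa2a against LNCaP for androgen 472 instead of 194.

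In a fit of all lines 10 counts moved and 5 did not, and 12 calls of named genes were lost and 59 kept. LNCaP gave 647 genes instead of 1845 and VCaP 64 instead of 7 on ACP against plastic in control medium. VCaP gave 1561 genes instead of 139 and MDAPCa2a 393 instead of 215 in stripped against control serum on plastic. VCaP gave 1057 genes instead of 128 in stripped against control serum on ACP. LNCaP gave 342 genes instead of 897 and MDAPCa2a 27 instead of 1 on ACP against plastic in stripped serum. LNCaP gave 739 genes instead of 1133, VCaP 4545 instead of 2727 and MDAPCa2a 1 instead of 0 with androgen.

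Asking for an absolute log2 change of at least 1 leaves out called genes by construction. It moved 6 counts and kept 9. LNCaP gave 489 genes instead of 1845 on ACP against plastic in control medium and 763 instead of 1385 in stripped against control serum on plastic. It gave 476 genes instead of 787 in stripped against control serum on ACP, 346 instead of 897 on ACP against plastic in stripped serum and 686 instead of 1133 with androgen. RWPE gave 849 genes instead of 2730 with androgen medium against control medium.

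Samples of the same replicate number share only that number. Over 25 pairs of groups, deviations from the group means correlated at r -0.34 to 0.42 across genes, with 6 pairs over 0.1. A replicate block moved 5 counts and kept 20. RWPE gave 2661 genes instead of 595 on ACP against plastic in control medium and 5741 instead of 2730 with androgen medium against control medium. VCaP gave 3 genes instead of 139 in stripped against control serum on plastic and 340 instead of 128 on ACP. VCaP against LNCaP for ACP in control medium gave 1 gene instead of 4. With the block 8 calls of named genes were not made, TMPRSS2 in VCaP in stripped against control serum on plastic among them, and the bone matrix list turned at 0.977 in VCaP on ACP against plastic in stripped serum.

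Offsets for GC content and length moved 15 counts and kept 10, and 16 calls of named genes were lost. LNCaP gave 883 genes instead of 1845 and VCaP 4 instead of 7 on ACP against plastic in control medium. LNCaP gave 2079 genes instead of 1385, VCaP 9 instead of 139 and MDAPCa2a 556 instead of 215 in stripped against control serum on plastic. LNCaP gave 1449 genes instead of 787 and VCaP 256 instead of 128 in stripped against control serum on ACP. MDAPCa2a gave 0 genes instead of 1 (2071 at an unadjusted p below 0.05 in edgeR and 206 with DESeq2 for all libraries) on ACP against plastic in stripped serum. LNCaP gave 2041 genes instead of 1133 with androgen. RWPE gave 3 genes instead of 2730 with androgen medium against control medium. LNCaP gave 73 genes instead of 45 and VCaP 2 instead of 4 for the surface by serum interaction. LNCaP against RWPE for ACP in control medium gave 57 genes instead of 27 and MDAPCa2a against LNCaP for ACP in stripped serum 107 instead of 62. MDAPCa2a against LNCaP for androgen gave 335 genes instead of 194. The balance of higher and lower calls moved by more than 10 percentage points in 6 comparisons: 405 higher and 190 lower became 430 and 345 for RWPE on ACP against plastic in control medium, 74 higher and 65 lower became 3 and 6 for VCaP in stripped against control serum on plastic, 1579 higher and 1151 lower became 1 and 2 for RWPE with androgen medium against control medium, 1 higher and 3 lower became 3 and 3 for VCaP against LNCaP for ACP in control medium, 5 higher and 22 lower became 22 and 35 for LNCaP against RWPE for ACP in control medium, 7 higher and 55 lower became 24 and 83 for MDAPCa2a against LNCaP for ACP in stripped serum. The adjusted p of the androgen-induced list rose to 0.0956 in RWPE on ACP against plastic in control medium. Leaving out genes under 0.5% of another line kept all 25 counts within 1.5 times, and leaving out the genes of the date-like values kept all 5 it applies to.

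Camera with a correlation estimated from the data lost 18 of the 24 list calls, with these adjusted p. The androgen-induced list had 0.549 in RWPE on ACP against plastic in control medium, 0.383 in VCaP in stripped against control serum on plastic and 0.221 in MDAPCa2a in stripped against control serum on plastic. It had 0.30 in VCaP in stripped against control serum on ACP, 0.155 in VCaP with androgen and 0.501 in MDAPCa2a with androgen. The cholesterol synthesis list had 0.270 in LNCaP in stripped against control serum on plastic, 0.270 in VCaP in stripped against control serum on plastic and 0.322 in VCaP in stripped against control serum on ACP. The proliferation list had 0.204 in VCaP in stripped against control serum on plastic, 0.716 in LNCaP in stripped against control serum on ACP and 0.129 in VCaP in stripped against control serum on ACP. It had 0.249 in LNCaP with androgen, 0.299 in VCaP with androgen and 0.351 in MDAPCa2a with androgen. The bone matrix list had 0.155 in VCaP on ACP against plastic in control medium. The mesenchymal list had 0.155 in RWPE on ACP against plastic in control medium and 0.322 in LNCaP on ACP against plastic in control medium.

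The fry rotation test lost 14 of the 24. For the androgen-induced list the value was 0.405 in RWPE on ACP against plastic in control medium, 0.283 in VCaP in stripped against control serum on plastic and 0.0655 in MDAPCa2a in stripped against control serum on plastic. It had 0.215 in VCaP in stripped against control serum on ACP and 0.528 in MDAPCa2a with androgen. For the cholesterol synthesis list the value was 0.0811 in VCaP in stripped against control serum on plastic and 0.152 in VCaP in stripped against control serum on ACP. For the proliferation list the value was 0.0899 in VCaP in stripped against control serum on plastic, 0.487 in LNCaP in stripped against control serum on ACP and 0.0547 in LNCaP with androgen. It had 0.0697 in VCaP with androgen and 0.512 in MDAPCa2a with androgen. For the mesenchymal list the value was 0.0547 in RWPE on ACP against plastic in control medium and 0.0969 in LNCaP on ACP against plastic in control medium.

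Leaving out 1 library leaves some arms with 1 sample, which is assumed to vary like the other groups, and fewer samples lower the power. Of such counts 86 moved by more than 1.5 times and 37 did not. Of tests of named genes 403 kept the call, 170 lost it and 1 turned (SEPT7P2, log2 -0.10 to 7.42). LNCaP ranged from 0 (without LNCaP plastic control replicate 1; 4631 at an unadjusted p below 0.05 in edgeR and 2627 with DESeq2 for all libraries) to 2385 (without LNCaP ACP control replicate 2) and RWPE from 4 (without RWPE ACP control replicate 1) to 106 (without RWPE plastic control replicate 2) on ACP against plastic in control medium. VCaP ranged from 1 (without VCaP plastic control replicate 1) to 19 (without VCaP plastic control replicate 2) on ACP against plastic in control medium. LNCaP ranged from 310 (without LNCaP plastic control replicate 1) to 1444 (without LNCaP plastic stripped replicate 2) and MDAPCa2a from 0 (without MDAPCa2a plastic stripped replicate 2; 2208 at an unadjusted p below 0.05 in edgeR and 594 with DESeq2 for all libraries) to 7 (without MDAPCa2a plastic control replicate 2) in stripped against control serum on plastic. VCaP ranged from 90 (without VCaP plastic control replicate 1) to 220 (without VCaP plastic control replicate 2) in stripped against control serum on plastic. LNCaP ranged from 191 (without LNCaP ACP stripped replicate 1) to 771 (without LNCaP ACP control replicate 2) and VCaP from 0 (without VCaP ACP control replicate 1; 2585 at an unadjusted p below 0.05 in edgeR and 845 with DESeq2 for all libraries) to 309 (without VCaP ACP stripped replicate 2) in stripped against control serum on ACP. LNCaP ranged from 66 (without LNCaP plastic stripped replicate 1) to 1278 (without LNCaP plastic stripped replicate 2) and MDAPCa2a from 0 (without MDAPCa2a plastic stripped replicate 1; 2071 at an unadjusted p below 0.05 in edgeR and 206 with DESeq2 for all libraries) to 303 (without MDAPCa2a ACP stripped replicate 2) on ACP against plastic in stripped serum. LNCaP ranged from 201 (without LNCaP ACP stripped replicate 1) to 1771 (without LNCaP ACP androgen replicate 2) and MDAPCa2a from 0 (without MDAPCa2a ACP stripped replicate 1; 236 at an unadjusted p below 0.05 in edgeR and 3 with DESeq2 for all libraries) to 3 (without MDAPCa2a ACP stripped replicate 2) with androgen. VCaP ranged from 766 (without VCaP ACP androgen replicate 2) to 2318 (without VCaP ACP stripped replicate 2) with androgen. RWPE ranged from 0 (without RWPE ACP control replicate 1; 5291 at an unadjusted p below 0.05 in edgeR and 3682 with DESeq2 for all libraries) to 6102 (without RWPE ACP androgen replicate 3) with androgen medium against control medium. LNCaP ranged from 11 (without LNCaP plastic stripped replicate 1) to 148 (without LNCaP ACP control replicate 2) and VCaP from 0 (without VCaP plastic control replicate 1; 276 at an unadjusted p below 0.05 in edgeR and 11 with DESeq2 for all libraries) to 10 (without VCaP plastic control replicate 2) for the surface by serum interaction. LNCaP against RWPE for ACP in control medium ranged from 3 (without RWPE ACP control replicate 1) to 57 (without LNCaP ACP control replicate 2) and MDAPCa2a against LNCaP for androgen from 77 (without LNCaP ACP stripped replicate 1) to 598 (without MDAPCa2a ACP stripped replicate 2). MDAPCa2a against LNCaP for ACP in stripped serum ranged from 26 (without LNCaP plastic stripped replicate 1) to 73 (without MDAPCa2a ACP stripped replicate 1) and VCaP against LNCaP for androgen from 1013 (without VCaP ACP androgen replicate 2) to 2023 (without VCaP ACP stripped replicate 2). VCaP against LNCaP for ACP in control medium ranged from 0 (without LNCaP plastic control replicate 1; 645 at an unadjusted p below 0.05 in edgeR and 8 with DESeq2 for all libraries) to 20 (without VCaP plastic control replicate 2).

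Of the list tests without 1 library, 124 kept their side, 17 turned, 8 gained and 5 lost a call, and the adjusted p ranged as follows. Androgen-induced genes had 0.376 to 0.985 in LNCaP on ACP against plastic in control medium and 3.01e-04 to 0.798 in MDAPCa2a with androgen. Others were 4.33e-04 to 0.975 in MDAPCa2a on ACP against plastic in stripped serum and 1.40e-05 to 0.476 in RWPE on ACP against plastic in control medium. Others were 0.00616 to 0.823 in VCaP on ACP against plastic in control medium and 0.0300 to 0.807 in VCaP on ACP against plastic in stripped serum. Bone matrix genes had 0.754 to 0.980 in LNCaP on ACP against plastic in stripped serum and 0.233 to 0.823 in MDAPCa2a on ACP against plastic in stripped serum. Others were 5.44e-04 to 0.122 in VCaP on ACP against plastic in control medium. Cholesterol synthesis genes had 0.0387 to 0.968 in LNCaP in stripped against control serum on ACP. Mesenchymal genes had 5.84e-04 to 0.256 in LNCaP on ACP against plastic in control medium and 0.638 to 0.913 in LNCaP on ACP against plastic in stripped serum. Others were 0.430 to 0.959 in MDAPCa2a on ACP against plastic in stripped serum. Proliferation genes had 4.08e-08 to 0.339 in LNCaP in stripped against control serum on ACP and 6.80e-27 to 0.823 in MDAPCa2a with androgen. Others were 0.00588 to 0.0735 in MDAPCa2a in stripped against control serum on plastic and 0.538 to 0.886 in RWPE with androgen medium against control medium.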

Other observations

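Chosen after the results were seen were the tests of depth, of culture medium, of RNAs without a poly(A) tail, of date-like values and of REG4 with PLA2G2A, and the other tests in this part were written before. The test of RWPE genes in the cancer lines was written after those of TP63 and of the keratinocyte list had been seen.

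The 8 plastic control libraries of all 4 lines held transcripts that the other libraries of the same lines lacked or held at lower levels. Of 18039 genes, 240 lay above and 37 below every other library of their line in all 4 lines. Over 100 random splits within lines the count above was 1 at most. Lower depth of the other libraries is argued against: for APOA1, FGA, FGB and FGG the lowest plastic control CPM was at least 3.34 times the highest CPM or 3-count limit of any other library. Of 23 liver genes with reads, on a list written before their counts were looked at, 6 lay above in all lines. Random lists matched on expression gave a mean of 0.256 and at most 3 (permutation p 1e-04, the smallest that 10000 lists can give, adjusted over 7 lists 7e-04). The most abundant of the list, CPS1 and CYP2E1, stood at 3.12 to 20.2 and 2.18 to 6.27 CPM in plastic control and at 0.08 to 49.0 and 0 to 3.52 CPM elsewhere. Of the 24 listed genes 2 had a median of at least 1 CPM in the other libraries. RNA or reads of another sample type had been taken to need most of a list, so that source stays open. The lymphoid list had 1 of 15 genes above (adjusted p 0.578), and the lists for pancreas (12 genes), fibroblast (13), skeletal muscle (12), brain (12) and testis (10) had 0 each. The summed liver list differed 2.82-fold over the 8 libraries, from 16.5 to 46.4 CPM, and ran from 1.29 to 63.1 CPM in the others. This does not decide whether the medium on plastic turns the genes on, because control medium on plastic is met only in these libraries. Control medium on ACP and plastic with stripped serum are met among the others.

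RNAs without a poly(A) tail, RPPH1 and RMRP among them, were mostly lower in plastic control. Their median log2 change against plastic control was above 0 in 5 of the 6 comparisons, up to 1.96 in RWPE on ACP, and was -0.16 in VCaP in stripped serum on plastic. The same median was 2.00 with androgen in VCaP and -1.45 in VCaP in stripped serum on ACP, where no plastic control library is used. RPPH1 stood at 32.3 CPM in MDAPCa2a plastic control replicate 1 and at 1.98 CPM or less in the other 7 plastic control libraries. Library preparation therefore stays open. Across genes, which are not independent replicates, effects of different lines correlated at a median Spearman's rho of 0.262 over 13 pairs with plastic control in both (-0.02 to 0.61) and 0.00254 over 29 pairs without (-0.46 to 0.45). ACP in RWPE and stripped serum in MDAPCa2a, which share no library, correlated at 0.297, inside the range of the pairs without plastic control. For shared effects, a surface or serum response and a library batch cannot be told apart, as all plastic control libraries belong to that group.

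KRT5 and KRT17 had 0 reads in 3 of 27 libraries of the cancer lines: LNCaP ACP control replicate 1, LNCaP ACP androgen replicate 1 and MDAPCa2a ACP stripped replicate 1. The other 24 held 32 to 590 KRT5 reads, 0.0252% to 0.201% of the RWPE level, and at their median share at least 87.7 reads were to be met in each of the 3. Reads of RWPE libraries assigned to libraries of the same run are a candidate source. TP63 had 0 reads in the same 3 libraries and 1 to 14 in each of the 24. Other genes of RWPE (at least 50 CPM there) were taken that lay under 0.5% of their RWPE level in every other library of a line. The 42 such genes of LNCaP summed to 0.0256% and 0.0541% of the RWPE level in its 2 libraries without KRT5 reads and to 0.0716% to 0.223% in the other 8. The 48 of MDAPCa2a stood at 0.0270% in its library without and at 0.110% to 0.178% in the other 7. The highest level without was thus at most 0.756 of the lowest of the others, so the values that reads carried over from RWPE libraries need are there. Of the keratinocyte list 7 genes were as low in MDAPCa2a and fell with the rest (0.00764% against at least 0.0969%), while the 3 in LNCaP did not (0.103% against 0.0374%). RNA of RWPE carried over before sequencing was not tested and stays open. No biological explanation was tested.

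In the RWPE plastic control columns 15 values of 12 genes lay between 44562 and 44889, where the serial numbers of the dates of a single recent year fall, far above the other RWPE libraries. Of the 15, 14 belong to symbols that begin with the abbreviation of a month, as do 34 of 26336 genes in the table, and 1 to SERAC1, which does not and follows SEPW1 in the table. The serial of 1 January of that year is met 3 times. In an equally wide range below there were 0 such values. Spreadsheet conversion of symbols that read as months was thought of from these values, so they do not decide it, and it stays open. No biological explanation was tested.

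RWPE plastic control replicate 2 held 528 reads of KLK2 (13.4 CPM), and replicate 1 held 36 (0.955 CPM). RWPE on ACP had 11.8 and 1.06 CPM in control replicates 2 and 1, and 2.13 to 6.81 CPM with androgen. VCaP with androgen averaged 5832 CPM, so carried-over reads stay open.

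In LNCaP in stripped serum the androgen-induced list was higher on ACP than on plastic. If androgen were left in the stripped medium of the ACP cultures, genes raised by androgen in VCaP would be higher and genes lowered by it lower. The 1251 genes raised in VCaP had a median log2 change of 0.20 and the 1133 lowered a median of -0.17, a difference of 0.375. Over genes the surface effect in LNCaP correlated at rho 0.239 with androgen in VCaP, at 0.451 with androgen medium in RWPE, at 0.383 with the surface effect in VCaP and at -0.39 with androgen in MDAPCa2a. The value with androgen in VCaP is lower than those with androgen medium in RWPE and with the surface effect in VCaP. The difference therefore does not single out androgen left in the medium, which stays open. The fixed genes TMPRSS2 (log2 0.44 ± 0.23, adjusted p 0.265) and FKBP5 (log2 0.01 ± 0.23, adjusted p 0.991) were not called there. REG4, which falls with added androgen, rose by log2 8.95 ± 1.14, and PLA2G2A, which also falls, changed by 0.68 ± 0.47 (adjusted p 0.395), so whether androgen acts alone stays open. The estrogen-induced list, of which 11 of 16 genes had a median of at least 1 CPM outside plastic control, had 13 genes tested, 6 of them higher (median -0.01). None (0) was called higher and 1, CELSR2, was called lower (log2 -0.92 ± 0.15, adjusted p 0.00820), and both tests of the list pointed lower (camera p 0.303, fry p 0.0399). No rise was seen, and an estrogen-like signal stays open because the genes went both ways. A response to the surface itself was not tested.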
